A study of Homo sapiens with 2 samples. Its data were reported in "Fluid shear stress activates YAP to promote epithelial–mesenchymal transition in hepatocellular carcinoma" (2021).

How the data were processed

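Total RNA was taken from HepG2 cells exposed to FSS for 8 h and from cells in static culture, and each of the 2 libraries was a mix of 3 replicates. The labels gave 1 library per group, so no test across replicates was possible and no p-value is given. Sequencing was on an Illumina HiSeq instrument, and poly(A) selection or ribosomal depletion and strand were not given in the sources used here.

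The authors deposited FPKM per transcript. The submitters' processing notes name cutadapt, HISAT2 2.0.5, StringTie, STAR 2.5.2b and the human genome build hg19, with no role given for STAR. By the study's methods, transcript abundance came from StringTie, and FPKM was taken out with Ballgown at a minimum of 0.5. In the table, 30339 of 34714 transcripts reached 0.5 FPKM in at least 1 library, 4375 were under 0.5 in both and 1006 were at 0 in both. FPKM divides by transcript length and by the mapped fragments of each library, so a library in which a few genes take a larger share shows lower values for the rest. The FPKM are estimates with decimals, counts cannot be recovered from them, and the depth and its counting error are unknown. There were 0 further value columns that could not be tied to a sample. Coordinates were not used.

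The value of a gene was the sum of FPKM over its listed transcripts, by gene symbol. There were 11594 gene identifiers for 11589 symbols, and 5 symbols had more than 1 identifier. Genes with at least 0.5 FPKM in at least 1 library were kept (11221 genes, with 368 left out). The log2 ratio was log2(FPKM + 1) in FSS less that in static cells, and a gene was counted as higher or lower at 1.5-fold on this scale. There were 38 gene lists fixed before the data were examined, 2 of them taken from the study. The migration list used here holds 107 symbols, read from the gene table of the study as given. That is slightly fewer than the count the study states. The median of each list with at least 3 measured genes was placed among the medians of 10000 random lists of the same size, drawn from the same 20 bins of mean log2(FPKM + 1). A percentile at or above 97.5, or at or below 2.5, was used as a descriptive mark and is no test. These marks were not among the choices made before the data were examined, and were set before any percentile was computed. A gene was counted as having opposite transcripts when 1 was at least 1.5-fold higher and another at least 1.5-fold lower, each with at least 5 FPKM in at least 1 library.

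Genes were named by a rule fixed before the data were examined. It took the 15 highest and the 15 lowest log2 ratios among genes with a mean FPKM of at least 5, the genes the study measured by other assays, up to 4 genes with the largest absolute log2 ratio in each list, GAPDH and ACTB, and the 6 genes with the widest opposite transcripts. Genes named outside it, as further examples of a list or where the text says so, were chosen after their values were seen.

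The steps were tested on simulated values for 11221 genes of the FSS against static comparison. In these, 200 genes were changed, all drawn from genes with at least 5 FPKM in the static library. The 1.5-fold rule found 98.0% of the doubled genes, 98.0% of the halved genes and 100% of those changed 4-fold, and 0.118% of unchanged genes. Among 200 random lists of 20 genes with no shift the mean percentile was 49.6, and 6.50% lay outside 2.5 to 97.5. These shares depend on the spread set in the simulation and say nothing of the spread between cultures. The shares of changed genes found do not extend to genes under 5 FPKM, where adding 1 to the FPKM understates a change.

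The alternatives tried were a pseudocount of 0.1 or 5, log2 ratios centred on the median of genes with at least 5 FPKM, rescaling each library to a sum of 1000000, the highest transcript in place of the sum, no filter, a filter at 5 FPKM, a fold of 2, and a minimum of 1 FPKM for opposite transcripts. A correction for GC content, and a ratio without a pseudocount, were added after seeing the data. GC content and length were those of the longest transcript of each gene in GENCODE release 29, which is on a later build than hg19, and 11158 of the 11221 genes had a value. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.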

Results

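HepG2, a human cell line derived from a liver cancer, was sequenced after exposure to fluid shear stress (FSS) and after static culture, to examine how a flow of fluid over the cells alters their gene expression. FSS is the drag of a moving fluid on the surface of a cell, applied here for 8 h. There were 2 libraries, 1 for FSS and 1 for static culture, and each was made from RNA of 3 cultures that had been mixed, at passage 10 to 15. The table held 34714 transcripts of 11589 gene symbols, with expression in FPKM (fragments per kilobase of transcript and 1000000 mapped fragments). The listed FPKM summed to 323352 in the FSS library and 325712 in the static library, and the read depth behind them is unknown. With 1 library per group there is no replicate check of any difference, so genes are described by size, as the log2 ratio of FPKM + 1 in FSS over static, and folds are on that scale, which understates the change of low genes.

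Stress, metal-binding and inflammatory transcripts were among the highest in FSS relative to static culture, and TXNIP, MYC and FOS were among the lowest. HSPA6 (ENSG00000173110), an inducible HSP70 chaperone, was at 0.307 FPKM in static cells and 262 FPKM in FSS cells, a log2 ratio of 7.65. HMOX1, which encodes heme oxygenase, was at 5.23 and 592 FPKM, and CXCL8, which encodes interleukin-8, at 1.59 and 176 FPKM. The keratins KRT17 and KRT16 had log2 ratios of 4.38 and 4.12, RND3 4.24, ZFAND2A 3.64 and EID3 3.96. AL136295.1 was listed at 0 in static cells and at 13.1 FPKM in FSS cells. At the other end, TXNIP, which encodes an inhibitor of thioredoxin, was at 39.5 FPKM in static cells and 1.32 FPKM in FSS cells, a log2 ratio of -4.13. LPCAT1 had a log2 ratio of -4.12, and MYC, a growth-promoting transcription factor, was at 121 and 7.01 FPKM. FOS was 9.56-fold lower, from 239 FPKM in static cells to 24.2 FPKM in FSS cells. The alkaline phosphatase genes ALPP and ALPI were 11.1-fold and 12.2-fold lower. The other genes among the 15 lowest were C11orf86, U2AF1L5, SAMD11, RAB31, KLHL4, AC093525.2, PPP1R9B, DHRS3 and SLC12A3, with log2 ratios between -3.78 and -3.06. KRT16 and KRT17, and ALPP and ALPI, are related genes that can share some reads, and U2AF1L5 is a close copy of another gene, so its own value is uncertain.

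Of 11221 genes with at least 0.5 FPKM in at least 1 library, 1180 were at least 1.5-fold higher in FSS and 3310 were at least 1.5-fold lower. The median log2 ratio of all these genes was -0.25, and that of the 7898 genes with at least 5 FPKM in at least 1 library was -0.23. After that median was subtracted, 2002 genes were higher and 2012 lower, so that the share of lower genes among those past 1.5-fold was 73.7% as deposited and 50.1% after centring. Across genes the log2 values of the libraries had a Pearson r of 0.917, and genes are not independent replicates. GAPDH and ACTB, common reference genes, had log2 ratios of 0.18 and 0.10, or 0.41 and 0.33 after centring. Each gene list below is placed by the percentile of its median among 10000 random lists of the same size and expression, a description of these libraries that the common shift does not enter. Of 35 lists with at least 3 measured genes, 15 lay at or above percentile 97.5 and 4 at or below percentile 2.5. These counts include the study's migration list, at percentile 100, and its YAP target list, at percentile 0. Both were chosen by the study on these samples, so their places are not independent evidence.

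**Figure D1:**
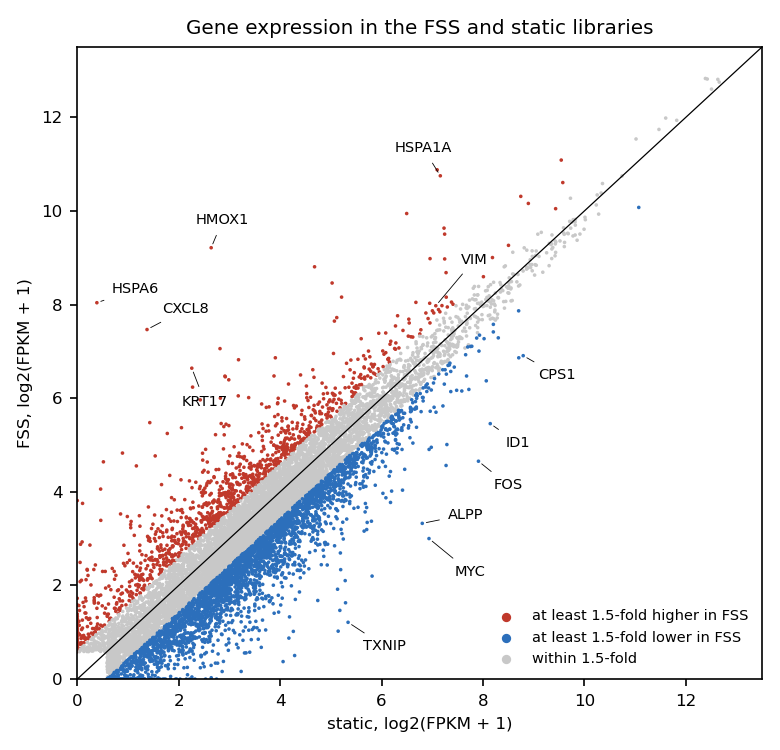
Each point is 1 of 11221 genes, with its expression in the static library on the x axis and in the FSS library on the y axis, both as log2(FPKM + 1); the line marks equal values. The 3310 blue genes lay at least 1.5-fold below the static value and the 1180 red genes at least 1.5-fold above it, with HSPA6, HMOX1 and CXCL8 far above the line.

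**Figure D2:**
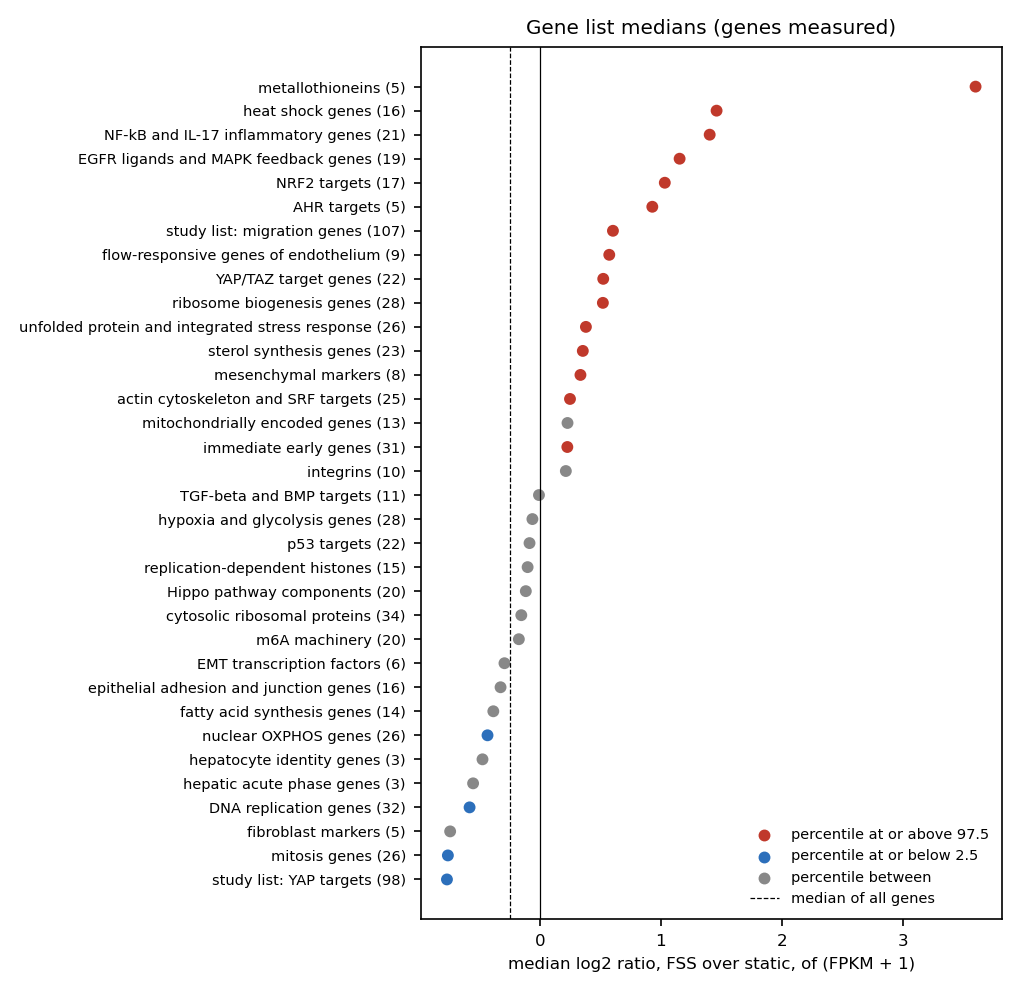
The x axis gives the median log2 ratio of each gene list shown (FSS over static, FPKM + 1), with the number of measured genes in brackets and the dashed line at the median of all genes, -0.25. Metallothioneins lay highest at 3.60, and the mitosis list lay at -0.76.

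Heat shock genes, which encode chaperones that hold or refold proteins, were higher in FSS as a group. Of 16 measured genes 13 were at least 1.5-fold higher and 0 lower (16 and 0 after centring), with a median log2 ratio of 1.46 at percentile 100. DNAJB1 was at 89.2 FPKM in static cells and 984 FPKM in FSS cells, BAG3 at 36.0 and 285 FPKM, and HSPH1 at 33.7 and 210 FPKM. HSPA1A and HSPA1B, near-identical copies whose reads cannot be assigned with certainty, summed to 278 FPKM in static cells and 3600 FPKM in FSS cells. Targets of NRF2, the transcription factor of the response to oxidants and electrophiles, had a median of 1.03 at percentile 100, with 12 of 17 higher and 0 lower (13 and 0 after centring). GCLM, a subunit of the enzyme that starts glutathione synthesis, was 11.6-fold higher, OSGIN1 10.5-fold and SRXN1 5.97-fold. All 5 measured metallothioneins, small proteins that bind zinc and copper, were higher, with a median of 3.60 at percentile 100. MT1X was at 24.6 and 447 FPKM and MT2A at 150.5 and 725 FPKM, while MT1E and MT1F had log2 ratios of 4.05 and 3.60, and reads of this family can be shared between members. Among 26 genes of the unfolded protein and integrated stress responses, 10 were higher and 0 lower (14 and 0 after centring), with a median of 0.38 at percentile 99.98. DDIT3, which encodes the stress factor CHOP, was 11.8-fold higher, PPP1R15A 10.8-fold, SESN2 10.6-fold and SLC7A11 4.40-fold, whereas ATF4 was at 422 and 341 FPKM.

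**Figure D3:**
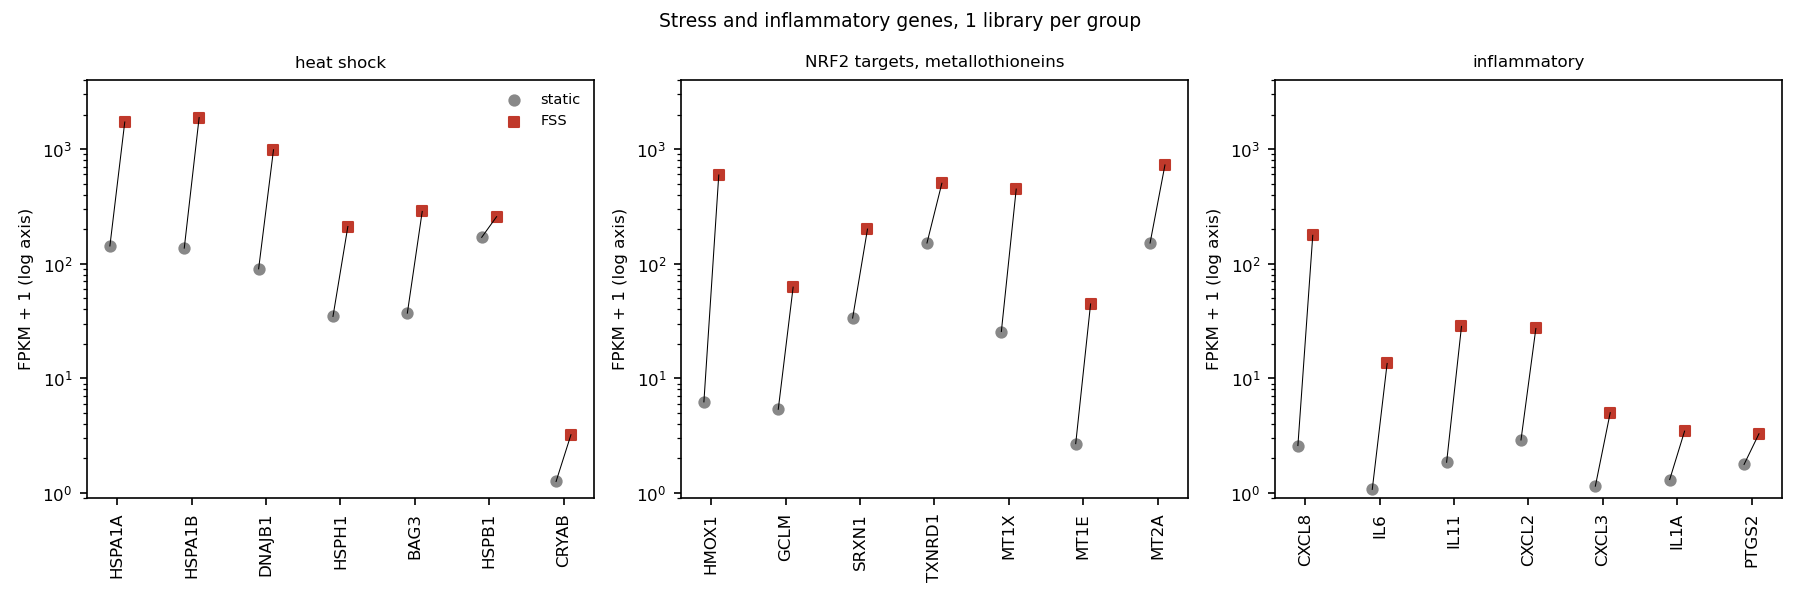
Points show FPKM + 1 on a log axis for genes picked from the lists, some of them outside the naming rule. Grey circles are the static library and red squares the FSS library, 1 library each, joined by a line. The FSS value lay above the static value for each of the genes drawn, from 5.23 to 592 FPKM for HMOX1 and from 1.59 to 176 FPKM for CXCL8. NFKBIA of the inflammatory list, which lay lower in FSS but within 1.5-fold, was not drawn. The 1 gene of that list past 1.5-fold lower was not drawn either.

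Inflammatory transcripts were also higher in FSS. In the list of NF-kB and IL-17 genes, 14 of 21 were higher and 1 lower (17 and 1 after centring), with a median of 1.40 at percentile 100. IL11 was at 0.854 and 27.4 FPKM, CXCL2 at 1.90 and 26.2 FPKM, and IL6 at 0.0746 and 12.5 FPKM. NFKBIA, an NF-kB target and inhibitor, was at 29.7 and 22.8 FPKM, which is within 1.5-fold, so it is not the 1 lower gene. Ligands of the EGF receptor and feedback genes of the MAPK pathway had a median of 1.15 at percentile 100, with 13 of 19 higher and 2 lower (13 and 2 after centring). AREG had a log2 ratio of 3.32, and shares reads with its copy AREGB, ERRFI1 had one of 1.93 and HBEGF 1.82, while DUSP6 and SPRY2, also feedback genes, had log2 ratios of -1.22 and -1.08. Immediate early genes went both ways, with 12 of 31 higher and 9 lower (13 and 6 after centring) and a median of 0.23 at percentile 99.87. FOSL1 and MAFF had log2 ratios of 2.96 and 2.88, and EGR1 one of -2.18, beside the values of FOS and MYC above. Of 5 measured targets of the aryl hydrocarbon receptor, 3 were higher and 1 lower (4 and 1 after centring), with a median of 0.93 at percentile 99.905. CYP1A1 was at 0.118 and 2.32 FPKM, NFE2L2, which encodes NRF2, at 16.5 and 46.4 FPKM, NQO1 at 54.6 and 105 FPKM, and AHRR at 7.07 and 2.54 FPKM. Of 9 measured genes that respond to flow in endothelium, 4 were higher and 2 lower (5 and 1 after centring), with a median of 0.57 at percentile 99.91. That percentile was 91.4 when only genes with at least 5 FPKM were kept. KLF2, the transcription factor most tied to laminar flow in endothelium, was at 1.07 and 1.13 FPKM, PTGS2 at 0.774 and 2.28 FPKM, and PLAT at 5.18 and 0.955 FPKM. Of the 4 higher genes, HMOX1 and NQO1 were also in the NRF2 list, and PTGS2 in the list of NF-kB and IL-17 genes. NQO1 was in the aryl hydrocarbon receptor list as well, so these lists are not separate evidence.

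To address whether FSS cells carried transcripts of the epithelial-mesenchymal transition (EMT), in which epithelial cells lose junctions and become motile, the transcription factors and markers of EMT were compared. The 6 EMT transcription factors went both ways, and the balance turned on centring. SNAI1 was at 2.38 FPKM in static cells and 4.66 FPKM in FSS cells, and ZEB2 at 1.73 and 3.99 FPKM. TWIST1 was at 5.68 and 1.05 FPKM and SNAI2 at 10.2 and 5.52 FPKM. In all, 2 were at least 1.5-fold higher and 3 lower (2 and 1 after centring), with a median of -0.29 at percentile 57.1. ZEB1 had a log2 ratio of 0.10. Mesenchymal markers had a median of 0.34 at percentile 97.7, with 2 of 8 higher and 0 lower (4 and 0 after centring), and the percentile was 96.3 when each gene was represented by its highest transcript. VIM, which encodes the intermediate filament vimentin, was at 133 and 250 FPKM. TGFBI and LOXL2 had log2 ratios of 0.54 and 0.43, and CDH2, which encodes N-cadherin, one of 0.04. Epithelial adhesion and junction genes had a median of -0.32 at percentile 26.7, with 1 of 16 higher and 4 lower (2 and 3 after centring). CLDN7, JUP, which encodes plakoglobin, and F11R had log2 ratios of -2.95, -2.03 and -1.30, whereas CLDN1 was at 28.0 and 62.4 FPKM. TJP1, which encodes ZO-1, was at 14.5 and 19.4 FPKM, and OCLN, which encodes occludin, was under 0.5 FPKM in both libraries. CDH1, CLDN5, MMP3, MMP9 and ITGB3 were not analysed here.

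**Figure D4:**
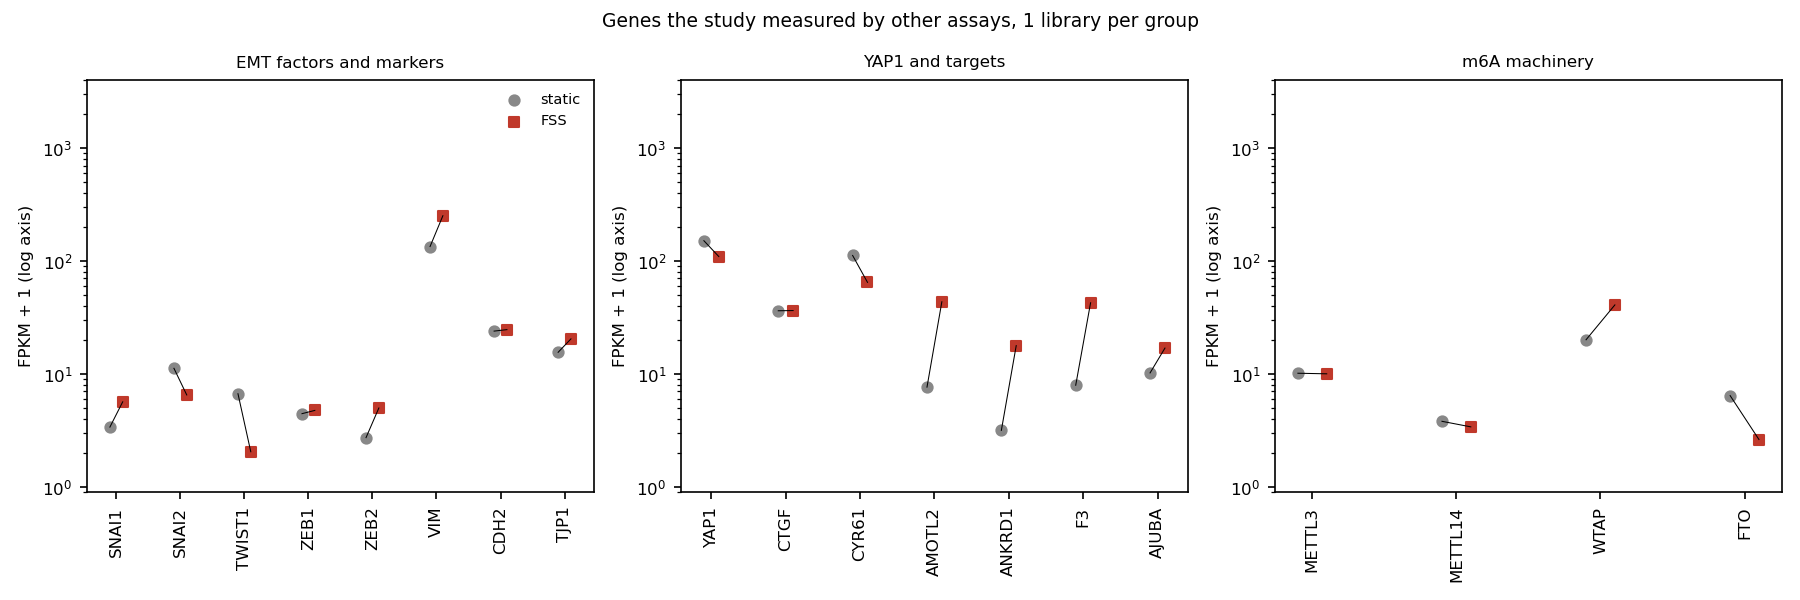
Points show FPKM + 1 on a log axis in the static library (grey circles) and the FSS library (red squares), 1 library each, for genes of EMT, YAP and related pathways. TWIST1 lay lower in FSS (5.68 and 1.05 FPKM) and VIM higher (133 and 250 FPKM), while AMOTL2 and CYR61, both YAP targets, lay on opposite sides.

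Genes of the actin cytoskeleton and targets of SRF, a transcription factor controlled by actin, had a median of 0.25 at percentile 99.715, with 5 of 25 higher and 0 lower (8 and 0 after centring). TAGLN was at 1.07 and 8.86 FPKM, FHL2 at 25.8 and 57.5 FPKM, ZYX at 46.1 and 86.6 FPKM and TPM4 at 145 and 251 FPKM. Of 10 integrins 0 were at least 1.5-fold higher and 3 lower (1 and 2 after centring), with a median of 0.22 at percentile 96.2. ITGB1, the most abundant of them, was at 264 and 312 FPKM, ITGA3 had a log2 ratio of 0.47, and ITGB5, ITGB4 and ITGA1 had log2 ratios of -1.03, -0.83 and -0.70. ARHGEF2, which encodes GEF-H1, a protein bound to the cytoskeleton, had a log2 ratio of 0.43.

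YAP, a transcriptional coactivator that moves to the nucleus under mechanical load, was followed through its own transcript and its targets. YAP1 was at 150 FPKM in static cells and 109 FPKM in FSS cells, a log2 ratio of -0.46, or -0.23 after centring. The 22 measured YAP/TAZ targets had a median of 0.52 at percentile 100, with 11 at least 1.5-fold higher and 3 lower (11 and 1 after centring). GADD45A was 11.6-fold higher, AMOTL2 5.70-fold, ANKRD1 5.63-fold and F3, which encodes tissue factor, 5.37-fold. AJUBA had a log2 ratio of 0.73. Of the most widely used targets, CTGF was at 35.2 and 35.4 FPKM, and CYR61 was at 111 FPKM in static cells and 63.7 FPKM in FSS cells. Several of these targets also belong to other lists here, such as GADD45A among the p53 targets and AREG among the EGF receptor ligands. Hippo is the kinase cascade that restrains YAP, and the list of its components here also holds YAP1 itself and the TEAD genes. That list had a median of -0.12, which was 0.12 after centring, at percentile 77.3, with 3 of 20 higher and 2 lower (4 and 1 after centring). AMOTL2 and LATS2 are in the YAP/TAZ target list as well. LATS2 had a log2 ratio of 0.79, and TEAD2 and AMOTL1 had log2 ratios of -1.24 and -0.81. The study's own lists were chosen on these samples, so their counts are not independent evidence of direction. Its migration genes included 57 higher and 43 lower among 107 (59 and 31 after centring), with a median of 0.60 at percentile 100. Its YAP target genes included 30 higher and 62 lower among 98 (33 and 40 after centring), with a median of -0.77 at percentile 0, and among them MYC was 15.3-fold lower and FOSL1 7.77-fold higher. EDN1 had a log2 ratio of 0.67, ETS1 0.91 and GTPBP4 0.80.

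Transcripts of the m6A machinery, which writes, erases and reads methylation of adenosine in mRNA, included genes on both sides, with more of them higher after centring. Of 20 genes 3 were higher and 3 lower (6 and 2 after centring), with a median of -0.17, which was 0.06 after centring, at percentile 64.7. FTO and ALKBH5, the erasers, were at 5.43 and 1.63 FPKM and at 37.3 and 12.9 FPKM in static and FSS cells. WTAP, a subunit of the writer complex, was at 19.1 and 39.8 FPKM, and the reader YTHDC1 at 17.4 and 28.4 FPKM. METTL3, the catalytic subunit of the writer, was at 9.14 and 9.02 FPKM, a log2 ratio of -0.02 that was 0.22 after centring, and METTL14 had one of -0.16 that was 0.07 after centring.

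Proliferation transcripts were lower in FSS. Of 26 mitosis genes 20 were lower and 0 higher, with a median of -0.76 at percentile 0, and 10 were lower after centring. TOP2A, which encodes a DNA topoisomerase of dividing cells, was at 134 and 51.0 FPKM, PLK1 was at 49.2 and 19.3 FPKM, and KIF20A and CENPF had log2 ratios of -1.68 and -1.35. DNA replication genes had a median of -0.58 at percentile 0.06, with 16 of 32 lower and 1 higher, or 3 lower and 3 higher after centring. MCM2 and MCM3, subunits of the replicative helicase, had log2 ratios of -0.99 and -0.80, POLA2 -0.93 and GINS4 -0.87, and RRM2 one of 0.79. Replication-dependent histones had a median of -0.10, which was 0.13 after centring, at percentile 85.4, with 3 of 15 higher and 3 lower (4 and 0 after centring). HIST1H4H and HIST2H2AA3 had log2 ratios of 0.94 and 0.75, and HIST1H3B and HIST1H2BD -0.76 and -0.73. Targets of p53 had a median of -0.08, which was 0.15 after centring, at percentile 85.0, with 7 of 22 higher and 9 lower (8 and 6 after centring). GDF15 was 4.99-fold higher, and BTG2 was 3.74-fold lower. Ribosome biogenesis genes were higher, with 12 of 28 higher and 0 lower (18 and 0 after centring) and a median of 0.52 at percentile 100. PPAN had a log2 ratio of 2.38, and NOP58 was at 78.6 and 216 FPKM, NIP7 at 16.9 and 39.1 FPKM and DDX21 at 91.8 and 205 FPKM. Cytosolic ribosomal proteins had a median of -0.15, which was 0.08 after centring, at percentile 10.6. RPL4 was the 1 gene of 34 past 1.5-fold, with a log2 ratio of -0.75, and 0 were past it after centring. RPL19, RPS6 and RPL13 had log2 ratios of -0.41, -0.38 and -0.35.

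Among genes of energy and lipid metabolism, the nuclear genes of oxidative phosphorylation lay low among the random lists, and sterol synthesis genes lay high. The mitochondrially encoded, fatty acid synthesis, and hypoxia and glycolysis lists lay between the percentile marks. The nuclear oxidative phosphorylation genes had a median of -0.43 at percentile 0.28, with 8 of 26 lower and 0 higher (6 and 1 after centring). SDHA, a subunit of complex II, was at 66.5 and 22.3 FPKM, ATP5O at 177 and 70.9 FPKM, and NDUFB5 and COX6C had log2 ratios of -1.11 and -0.90. The 13 mitochondrially encoded genes lay within 1.5-fold, with 5 higher and 0 lower after centring, with a median of 0.23 at percentile 96.9. MT-CYB, MT-ATP8, MT-CO2 and MT-ND6 had log2 ratios of 0.52, 0.44, 0.40 and 0.39. Sterol synthesis genes had a median of 0.36 at percentile 99.91, with 6 of 23 higher and 5 lower (12 and 2 after centring). MSMO1 was 2.80-fold higher, HMGCS1 2.48-fold and STARD4 2.14-fold. STARD4 had a log2 ratio of -0.06 by its highest transcript. Fatty acid synthesis genes had a median of -0.38 at percentile 15.4, with 1 of 14 higher and 3 lower (2 and 3 after centring). FASN, the fatty acid synthase, was at 94.1 and 51.4 FPKM, ACSS2 and FADS1 had log2 ratios of -1.18 and -0.93, and ME1 one of 0.93. Hypoxia and glycolysis genes had a median of -0.06, which was 0.17 after centring, at percentile 82.9, with 4 of 28 higher and 4 lower (5 and 3 after centring). MXI1, ANKRD37 and SLC2A3 had log2 ratios of -2.20, -1.97 and -1.34, and PFKFB4 one of 1.48. Targets of TGF-beta and BMP signals had a median of -0.01, which was 0.23 after centring, at percentile 84.4, with 3 of 11 higher and 4 lower (4 and 4 after centring). All 4 lower genes were BMP targets, with ID1 at 281 and 42.9 FPKM, ID3 at 153 and 22.6 FPKM, ID2 at 27.8 and 5.74 FPKM and SMAD6 at 13.3 and 2.33 FPKM.

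Most hepatocyte identity genes that could be read were low in both libraries, while CPS1 and ASS1 of the urea cycle were abundant. Of 30 hepatocyte identity genes 5 were analysed here. FOXA1 was at 5.69 and 7.41 FPKM in static and FSS cells, CEBPA at 2.16 and 0.755 FPKM and VTN at 1.92 and 1.10 FPKM, while AMBP and ASGR1 were listed at 0 in static cells and were under 0.5 FPKM in FSS cells. The other 25, among them ALB, AFP and HNF4A, were not analysed here, so no level is stated for them. The 3 genes past the filter had a median of -0.47 at percentile 39.9. Against this, CPS1 and ASS1 of the urea cycle, named after their values were seen, were abundant, with CPS1 at 442 and 119 FPKM and ASS1 at 243 and 162 FPKM. Of 5 urea cycle genes 3 were measured, and ASL was at 11.6 and 8.58 FPKM. Of the hepatic acute phase genes 3 were measured, with a median of -0.55 at percentile 24.8, and C3 was at 25.5 and 9.07 FPKM, SOCS3 at 17.0 and 11.3 FPKM and CFB at 0.695 and 3.64 FPKM. Markers of other cell types ranged widely in level. The 5 measured fibroblast markers had a median of -0.74 at percentile 7.84, with 2 higher and 3 lower (2 and 2 after centring). COL1A1 was at 28.0 and 5.15 FPKM, LUM at 11.9 and 6.71 FPKM, FAP at 1.45 and 3.72 FPKM, COL3A1 at 1.77 and 0.305 FPKM, and DCN was listed at 0 in static cells and at 0.907 FPKM in FSS cells. Of the endothelial markers EGFL7 was at 12.4 FPKM in FSS cells, with a log2 ratio of 0.16, and CDH5 at 0.818 and 0.634 FPKM, and of the leukocyte markers CD68 was at 1.56 and 5.22 FPKM and CD14 at 0.147 and 0.836 FPKM. The nuclear long noncoding RNAs were not analysed here.

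**Figure D5:**
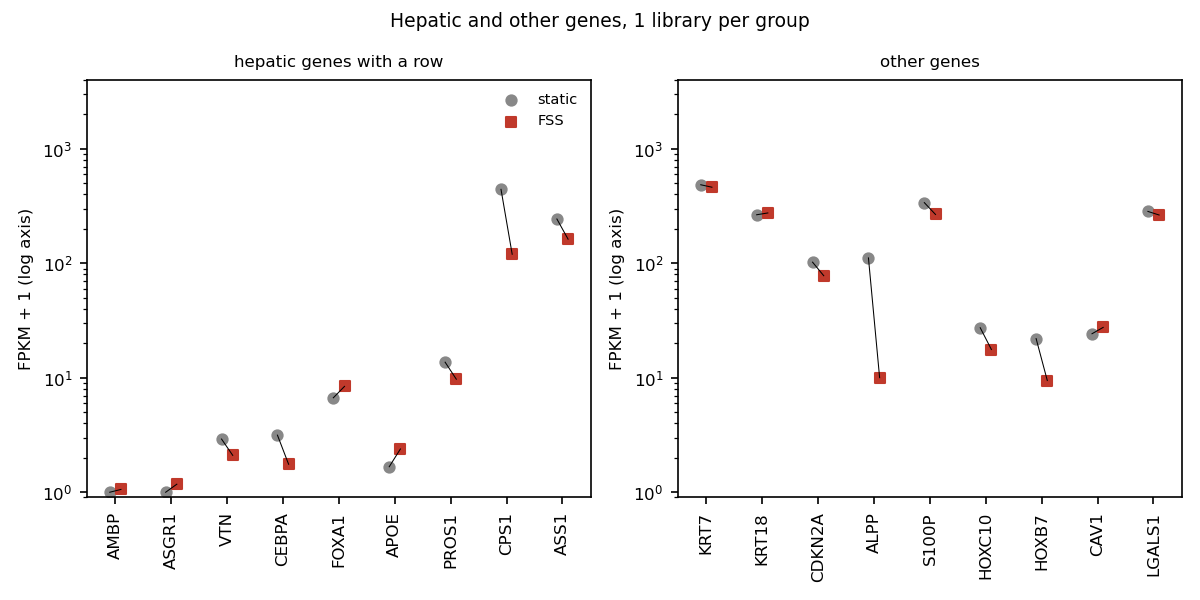
Points show FPKM + 1 on a log axis in the static library (grey circles) and the FSS library (red squares), 1 library each. Hepatic and urea cycle genes are on the left and other genes on the right. APOE, PROS1, CPS1, ASS1 and all genes on the right were chosen after the values were seen. AMBP, ASGR1, VTN and CEBPA lay under 3 FPKM in both libraries, and KRT7 lay at 485 and 462 FPKM.

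The table is at the level of transcripts, and single transcripts of one gene often differed in direction. In 545 of 2088 genes with at least 2 transcripts at 5 FPKM or more, 1 transcript was at least 1.5-fold higher and another at least 1.5-fold lower in FSS. In 395 of the 545 the sum over transcripts lay within 1.5-fold. The 6 genes with the widest opposite pairs were NPM1, TXNRD1, RNPS1, RTN4, YAP1 and HNRNPUL1. For NPM1, a nucleolar chaperone, 1 transcript was listed at 0 in static cells and at 975 FPKM in FSS cells, and another was at 199 and 5.35 FPKM. For YAP1, 1 transcript was at 103 and 0.616 FPKM and another at 2.99 and 89.0 FPKM. For TXNRD1, 1 was at 0.0679 and 413 FPKM while another was at 34.1 and 1.09 FPKM. The RNPS1 pair was at 46.2 and 0.107 FPKM and at 0.192 and 51.3 FPKM. The RTN4 pair was at 55.1 and 2.75 FPKM and at 0.000380 and 107 FPKM. The HNRNPUL1 pair was at 45.5 and 1.44 FPKM and at 0.0171 and 55.0 FPKM. Short reads are divided between overlapping transcripts by estimation, so transcript values are less certain than the sums.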

Values the study reported

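The study applied a laminar FSS of 1.4 dyn per square centimetre for 2, 4 or 8 h. It reported 108 differentially expressed genes involved in cell migration at P < 0.05 and an absolute fold change of at least 1.5. Among 379 YAP target genes, it reported 34 that were higher and 66 that were lower in the cells under FSS. It reported 12 enriched pathways.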

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

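No paired analysis was possible because each group had 1 library, and no library could be left out. Of 31 gene lists run under every alternative, 27 kept their side of percentiles 2.5 and 97.5, and 4 others, with too few genes at 5 FPKM, kept it under the rest. Of 173 named genes, 128 kept their side of the 1.5-fold mark in the alternatives that apply to single genes. Centring gave 2002 higher and 2012 lower genes, since it subtracts the common shift from each gene. A pseudocount of 5 gave 664 higher and 1609 lower genes, since it shrinks low genes, and a fold of 2 gave 484 and 1278, since it asks for more. A minimum of 1 FPKM gave 1623 genes with opposite transcripts, since more transcripts enter. For the lists below the cause was not tested. The mesenchymal markers went to percentile 97.47 with a pseudocount of 0.1. By the highest transcript they were at 96.26, the flow-responsive genes at 96.42 and the p53 targets at 97.76. With at least 5 FPKM the flow-responsive genes were at 91.41 and the replication-dependent histones at 99.59. STARD4 went to a log2 ratio of -0.0603 by its highest transcript. Chosen after seeing the data, the GC correction, which adds back the overall median and so cannot test the excess of lower genes, gave 1184 higher and 3199 lower genes, and the ratio without a pseudocount 1260 and 3454. The unknown depth limits what can be read from genes of low FPKM.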

Other observations

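HOX genes, which encode the transcription factors of body position, were lower in FSS as a group. Of 28 measured HOX genes 22 were at least 1.5-fold lower and 0 higher, with a median log2 ratio of -1.20 at percentile 0 of the matched random lists, and 18 were lower after centring. HOXA13 was at 10.1 FPKM in static cells and 1.14 FPKM in FSS cells, HOXA10 at 20.5 and 4.81 FPKM and HOXC13 at 12.6 and 2.44 FPKM, whereas HOXB9 was at 7.57 and 7.99 FPKM. Genes of fatty acid beta-oxidation, which breaks down fatty acids in mitochondria and peroxisomes, had a median of -0.62 at percentile 0.36, with 13 of 23 lower and 0 higher (6 and 0 after centring). ACADM, the medium-chain dehydrogenase, was at 32.7 and 6.19 FPKM and CPT2 at 10.2 and 2.51 FPKM. Of 16 peroxisome assembly genes 9 were lower and 0 higher (5 and 0 after centring), with a median of -0.63 at percentile 3.65. Proteasome subunits had a median of 0.30 at percentile 99.93, with 9 of 31 higher and 2 lower (14 and 0 after centring), and PSMD12 was at 24.2 and 52.9 FPKM. These 4 lists were chosen after seeing the data, from more gene families that had been looked at, so their percentiles are descriptions of groups already noticed.

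Of 20 genes compared with a direction given in the paper or its supplement, 11 lay past 1.5-fold on that side here, 9 lay within 1.5-fold and 0 lay past it on the other side, or 12, 7 and 1 after centring. These are not all of the genes for which the paper gives a direction. SNAI1, VIM and AREG were higher and FTO was lower, as the study describes. EDN1, ETS1, F3, HBEGF, AJUBA, AMOTL2 and GTPBP4 were higher too, and as the study picked them from its own profiling they are not independent evidence. WTAP, for which the PCR of the study gives no direction under FSS, is not counted. The introduction of the paper does list WTAP among the m6A genes that nuclear YAP suppressed. Here WTAP was past 1.5-fold higher, at 19.1 FPKM in static cells and 39.8 FPKM in FSS cells, which is the other side. TJP1 and ARHGEF2 passed the threshold only after centring, with log2 ratios of 0.63 and 0.66, and CDH2, OCLN, ITGB1, METTL14, YAP1, CTGF and METTL3 lay within it on both scales. YAP1 was at 150 and 109 FPKM in static and FSS cells, CTGF at 35.2 and 35.4 FPKM, TJP1 at 14.5 and 19.4 FPKM and METTL3 at 9.14 and 9.02 FPKM. The study described higher YAP and CTGF mRNA by PCR, less ZO-1, the product of TJP1, and less METTL3 mRNA, so these values lie on the other side or show little difference. For VIM, OCLN, TJP1 and ARHGEF2 the direction is that of a protein, for CDH2 and ITGB1 both mRNA and protein were measured, and the comparison was chosen after the values were seen. With a single library per group in the data used here, the replicates behind the p-values of the study are not known.

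In the patterns weighed next, the tests on near-identical copies and on GC content for the stress genes were set before their results were seen, and the others were chosen only after.

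Of 38 heat shock, NRF2 and metallothionein genes, 30 were at least 1.5-fold higher in FSS and 0 lower. Scaling as the whole cause is argued against, since it acts on all genes alike and their median lay at percentile 100 of matched random lists. GC content and reads shared between near-identical copies are argued against, since their median log2 ratio was 1.53 after the medians of GC deciles were removed, and the 20 heat shock and NRF2 genes with no such copy had a median of 1.64. Shear itself, and the handling, medium or temperature of the flow circuit, cannot be told apart with 1 library per group, as no library had the circuit without the flow. A response to shear stays a hypothesis.

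Most hepatocyte identity and plasma protein genes with a value were low in both libraries, although the labels name a liver cancer line. The 11 that could be read, of 70 in the list fixed before the data were examined and a list of plasma protein genes added later, had a median at percentile 12.1 of all genes in the static library, with PROS1 highest at 12.7 FPKM and percentile 62.1. For the other 59 no value could be read here, so a table that left out abundant hepatic genes cannot be told apart from low expression. The placental phosphatase gene ALPP at 111 FPKM, KRT7 at 485 FPKM and S100P at 338 FPKM in static cells were abundant. So were the urea cycle genes CPS1 at 442 FPKM and ASS1 at 243 FPKM, while ASL, of the same cycle, was at 11.6 FPKM. All of these were named after their values were seen. C3 was at 25.5 FPKM. A stock of HepG2 with a weak hepatic programme, or another line, may be a candidate explanation, and no biological explanation was tested, as the design has no reference line.

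More genes were lower than higher in FSS, with a median log2 ratio of -0.25. The stress and mitochondrially encoded genes held 22.4% of FPKM in FSS and 15.8% in static cells. That predicts a shift of -0.12 in the other genes, or 46.3% of their median of -0.25. The share was of listed FPKM, which is divided by length, and not of fragments. It therefore cannot decide how much of the shift these genes account for. Transcript length is argued against, with a Spearman correlation of -0.0031 across genes. GC content stays open. The median went from -0.13 in the decile of lowest GC to -0.46 in the highest, and a bias between libraries cannot be told apart from regulation of GC-rich genes with 1 library per group.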
